# FOXO1 suppresses PGC‐1β gene expression in skeletal muscles

**DOI:** 10.1002/2211-5463.12898

**Published:** 2020-07-01

**Authors:** Shiho Nakai, Mamoru Oyabu, Yukino Hatazawa, Shiori Akashi, Tadahiro Kitamura, Shinji Miura, Yasutomi Kamei

**Keywords:** atrophy, FOXO1, PGC‐1β, skeletal muscle, transcriptional factor

## Abstract

Peroxisome proliferator‐activated receptor‐gamma coactivator‐1β (PGC‐1β) is a transcriptional regulator whose increased expression activates energy expenditure‐related genes in skeletal muscles. However, how PGC‐1β is regulated remains largely unclear. Here, we show that PGC‐1β gene expression is negatively correlated with the expression of a transcription factor, forkhead box protein O1 (FOXO1), whose expression is increased during muscle atrophy. In the skeletal muscles of FOXO1‐overexpressing transgenic mice, PGC‐1β gene expression is decreased. Denervation or plaster cast‐based unloading, as well as fasting, increases endogenous FOXO1 expression in skeletal muscles, with decreased PGC‐1β expression. In the skeletal muscles of FOXO1‐knockout mice, the decrease in PGC‐1β expression caused by fasting was attenuated. Tamoxifen‐inducible FOXO1 activation in C2C12 myoblasts causes a marked decrease of PGC‐1β expression. These findings together reveal that FOXO1 activation suppresses PGC‐1β expression. During atrophy with FOXO1 activation, decreased PGC‐1β may decrease energy expenditure and avoid wasting energy.

**Abbreviations**
ER: estrogen receptor
FOXO1: forkhead box protein O1
MCAD: medium‐chain acyl CoA dehydrogenase
PGC‐1β: peroxisome proliferator‐activated receptor‐gamma coactivator‐1β
Tg: transgenic

FOXO1 (Gene symbol; *Foxo1*) is a forkhead‐type transcription factor, whose expression is markedly upregulated in skeletal muscles during atrophy, that is, under conditions such as starvation, unloading (plaster cast), and denervation [1, 2]. Transgenic (Tg) overexpression of FOXO1 in skeletal muscles causes muscle atrophy [3], with increased expression of atrophy‐related genes, including cathepsin L (*Ctsl*) and lysosomal proteinase [3, 4]. In the skeletal muscles of FOXO1‐knockout (FOXO1‐KO) mice, the increase in cathepsin L gene expression caused by fasting was attenuated [4, 5]. FOXO1 activation mostly increases the expression of its target genes [6, 7]; however, the expression of some genes such as IGFBP5 (*Igfbp5*) and musclin (or osteocrin, *Ostn*) is decreased by FOXO1 [3, 8].

Peroxisome proliferator‐activated receptor‐gamma coactivator‐1β (PGC‐1β; *Ppargc1b*) is a transcriptional coactivator of nuclear receptors, which is a homolog of PGC‐1α (*Ppargc1a*) [9, 10]. Both PGC‐1β and PGC‐1α are known to increase the mitochondrial content in cells [11, 12]. PGC‐1β and PGC‐1α activate nuclear receptors, such as the estrogen‐related receptor [10], and activate target genes (i.e., medium‐chain acyl CoA dehydrogenase, MCAD, *Acadm*) in skeletal muscles [10, 13, 14]. Indeed, the overexpression of PGC‐1β in skeletal muscles in mice led to increased energy expenditure and an anti‐obesity phenotype [10]. Regulation of PGC‐1α in skeletal muscles has been well studied. PGC‐1α expression is markedly upregulated during exercise [15, 16] and is considered to contribute to the expression of exercise‐related genes, such as those involved in branched‐chain amino acid metabolism [17]. In contrast, little is known about the regulation of the PGC‐1β gene in skeletal muscles.

In this study, we attempted to analyze the possible FOXO1‐mediated PGC‐1β gene expression, as the level of PGC‐1β mRNA was decreased in the skeletal muscles of FOXO1‐overexpressing Tg mice. Thus, we examined the level of PGC‐1β gene expression in various conditions with altered FOXO1 levels in skeletal muscles and cells.

## Materials and methods

### Animals

Tg mice overexpressing FOXO1 in skeletal muscles (FOXO1‐Tg) have been previously described [3]. Skeletal muscle‐specific FOXO1‐KO mice were described previously [5]. C57BL/6J mice were purchased from Shimizu Laboratory Supplies Co., Ltd. (Kyoto, Japan) and maintained at a constant temperature (24 °C) with fixed artificial light (12‐h light/12‐h dark cycle). All animal experiments were performed in accordance with the guidelines of the Kyoto Prefectural University Committee on Animal Research. The protocol was approved by this committee (no. KPU260407, review board: Y. Tsukamoto).

### cDNA microarray analysis

RNA was isolated from skeletal muscle (gastrocnemius) of FOXO1‐Tg mice (age, 25 weeks) and age‐matched wild‐type control mice. Samples from wild‐type (*N* = 6) and FOXO1‐Tg mice (*N* = 5) were pooled and used. RNA was isolated using TRIzol reagent (Thermo Fisher Scientific Inc., Tokyo, Japan) and purified using an RNeasy Mini kit (Qiagen, Hilden, Germany). Each sample was labeled with cyanine 3‐CTP using a Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Cyanine 3‐CTP‐labeled cRNA (1.65 μg) was fragmented and hybridized to the Agilent whole mouse genome (8 × 60 K) microarray. Signal detection and data analysis were performed as described previously [17]. The microarray data were submitted to the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/). The records have been assigned GEO accession numbers as GSE146919.

### Quantitative real‐time RT‐PCR analysis

Total RNA was isolated from skeletal muscles or cells using TRIzol reagent (Thermo Fisher Scientific Inc.). cDNA was synthesized using 500 ng of each RNA sample with ReverTraAce (Toyobo, Tokyo, Japan). Gene expression was measured as described previously [18]. Fold change for each target gene was calculated as follows: ΔC*_t_* = C*_t_* (target gene) – C*_t_* (reference gene), ΔΔC*_t_* = ΔC*_t_* (target gene) – ΔC*_t_* (reference gene). Due to the exponential nature of PCR, ‘fold change’ was calculated as $2^{-\Delta \Delta C_{t}}$ [19]. The primer sequences used were as follows: FOXO1, forward 5′‐GCGGGCTGGAAGAATTCAAT‐3′ and reverse 5′‐TCCAGTTCCTTCATTCTGCA‐3′; cathepsin L, forward 5′‐TCTCACGCTCAAGGCAATCA‐3′ and reverse 5′‐AAGCAAAATCCATCAGGCCTC‐3′; PGC‐1β, forward 5′‐AGAGGCACCCAGAGCGAAG‐3′ and reverse 5′‐TTGTGGCATGCTGCAAATG‐3′; MCAD, forward 5′‐GATCGCAATGGGTGCTTTTGATAGAA‐3′ and reverse 5′‐AGCTGATTGGCAATGTCTCCAGCAAA‐3′; PGC‐1α, forward 5′‐CGGAAATCATATCCAACCAG‐3′ and reverse 5′‐TGAGGACCGCTAGCAAGTTTG‐3′; MyoD, forward 5′‐ CGGGACATAGACTTGACAGGC‐3′ and reverse 5′‐ TCGAAACACGGGTCATCATAGA‐3′; myogenin, forward 5′‐ CATGGTGCCCAGTGAATGCAACTC‐3′ and reverse 5′‐ TATCCTCCACCGTGATGCTGTCCA‐3′; 36B4, forward 5′‐GGCCCTGCACTCTCGCTTTC‐3′ and reverse 5′‐TGCCAGGACGCGCTTGT‐3′, and 18S, forward 5′‐GGGAGCCTGAGAAACGGC‐3′ and reverse 5′‐ GGGTCGGGAGTGGGTAATTTT‐3.

### Western blotting analysis

Western blotting analysis was performed as described previously [5]. The primary antibody used was anti‐FOXO1 [FoxO1 (C29H4) Rabbit mAb #2880; Cell Signaling Technology, Danvers, MA, USA].

### Measurement of mitochondrial DNA content

Mitochondrial DNA (mtDNA) content was measured as mtDNA copy number normalized to the copy number of a gene contained in the nuclear genome. The mitochondrial gene used for mtDNA copy estimation was cytochrome c oxidase subunit 2 (COX2), and the copy number of COX2 was normalized to the copy number of the 36B4 gene, contained in the nuclear genome, as described previously [20].

### Measurement of citrate synthase activity

Citrate synthase (CS) activity was measured as described previously [21].

### Denervation, plaster cast, and fasting

For the denervation model, a 4‐ to 5‐mm section of the sciatic nerve in the hindlimb of the mice was removed [18]. After 12 days, skeletal muscles were collected.

A plaster cast for the mice was created as described previously [18]. The hindlimb skeletal muscles of the mice were immobilized (unloaded) by the plaster cast. After 11 days, skeletal muscles were collected.

For the fasting experiment, C57BL/6J mice (9 weeks old, male) were fasted for 8 or 24 h. For refeeding, the mice were fasted for 24 h and refed for 4 h. Then, skeletal muscles were collected [22].

### Cells

C2C12 mouse myoblasts (Riken Cell Bank, Tsukuba, Japan) stably expressing the FOXO1‐estrogen receptor (ER) fusion protein were prepared as previously described [4, 23, 24]. In brief, C2C12 cells were stably transfected with the pBABE retroviral vector expressing fusion proteins containing a constitutively active form of human FOXO1, in which the AKT phosphorylation sites Thr‐24, Ser‐256, and Ser‐319 are replaced with alanine [FOXO1(3A)] in‐frame with a modified tamoxifen‐specific version of the ligand‐binding domain murine ER [4, 23]. Fusion proteins were restricted to the cytoplasmic compartment until activation with tamoxifen, which caused FOXO1‐ER to relocate to the nucleus, where the FOXO1 moiety then functioned as a transcription factor [4, 23]. The cells were then cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% FBS. The medium was replaced every 2 days until the cells reached confluence. Two days after confluence, the cells (undifferentiated myoblasts) were treated with tamoxifen for 24 h and used for the RNA analysis.

### Statistical analyses

Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test for comparisons between two groups, and one‐way analysis of variance followed by Tukey’s *post hoc* test for comparisons between three or more groups. Two‐way analysis of variance followed by Tukey’s *post hoc* test for FOXO1‐KO mice analysis. *P* < 0.05 was considered significant.

## Results and Discussion

### Decreased PGC‐1β expression in the skeletal muscles of FOXO1‐Tg mice

First, we used a skeletal muscle sample of FOXO1‐overexpressing Tg (FOXO1‐Tg) mice [3]. The skeletal muscle weight of the wild‐type control was 190 ± 9 mg (*N* = 5) and that of the FOXO1‐Tg mice was 117 ± 7 mg (*N* = 5; *P* < 0.001), reflecting muscle atrophy in the latter group. 

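RNA of the gastrocnemius, a mixed-fiber muscle of the calf, was pooled from 6 wild-type control mice and from 5 FOXO1-Tg mice, all 25 weeks old. Each pool was labeled with cyanine 3 and hybridized to 1 Agilent whole mouse genome microarray, so the comparison rests on 2 arrays and has no replicate check. Differences between mice cannot be seen after pooling, and no p-value is given. The deposited values are the scanner software's processed signals, an intensity from which the background was subtracted and which was not scaled between arrays. Here, the log2 of each signal was taken relative to the 75th percentile of its own array, which was a signal of 771 for the wild-type pool and 844 for the FOXO1-Tg pool. A spot's signal was 3.21 times its local background at the median for the wild-type pool and 3.24 times for the FOXO1-Tg pool. On these arrays, 65.5% and 65.8% of the spots, respectively, were well above background, and no spot was saturated. Of 55681 probes, 28325 could be named through their transcripts, as 21364 genes. A gene was represented by its brightest detected probe, and 16656 genes were detected on at least 1 array. The scanner's own error of a log2 ratio was 0.20 for the median gene, which covers the array measurement only. It was 0.204 both for Tnnc1, at a wild-type signal of 4312, and for Actn3, at 358507. It is therefore nearly constant over bright genes and not a spread measured for each gene. Over replicated spots, the SD of the log2 ratio was 0.05 at the median of 293 probes with at least 8 spots. Spike-in RNA added to both labelings gave log2 ratios from -0.09 to 0.22 for the 8 control probes that were well above background (SD 0.09). Foxo1, the overexpressed gene, checks the labels of the pools. Its brighter probe had a signal of 4540 in the wild-type pool and 279457 in the FOXO1-Tg pool, a log2 ratio of 5.81 (scanner error 0.20). A second Foxo1 probe had signals of 2853 and 3188, a log2 ratio of 0.031.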

We performed microarray analysis to understand the gene expression changes caused by FOXO1 overexpression. 

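Contractile genes of slow muscle fibers were lower in the FOXO1-Tg pool, while genes of embryonic or denervated muscle were higher. Of 12 slow fiber genes, 7 were more than 2-fold lower and none was more than 2-fold higher. Tnnc1, the troponin C of slow fibers, had a log2 ratio of -2.16 (FOXO1-Tg over wild-type), and the myosin light chain gene Myl3 had -1.72. The median of the group was -1.36, but 8 of its 12 genes stand in the paper's Table 2, which had been read when the list was made. Tpm3, a tropomyosin gene of this group, had 0.24 for its brightest probe but -1.60 and -1.81 for its other 2 probes. Of 16 fast fiber genes, 1 was more than 2-fold lower, Myoz3 at -1.36, and the group's median was -0.18. Of 17 embryonic or denervation-responsive genes, 7 were more than 2-fold higher and none was lower, with a median of 0.73; 5 of the 17 stand in the paper's Table 1. They included Sln, which encodes the calcium pump inhibitor sarcolipin, at 7.27, and the embryonic myosin light chain gene Myl4 at 3.90, while Chrne and Myh8 stood at -0.19 and -0.13. The Myh8 probe had signals of 606866 (wild-type) and 606794 (FOXO1-Tg). These were above those of the fast fiber gene Myh4 (504266 and 510817), compared after the values were seen. Whether the Myh8 probe reads Myh8 alone was not tested.
Of 27 ubiquitin-proteasome and other atrophy genes, 4 were more than 2-fold higher and none was more than 2-fold lower, and the median was 0.17. The 4 were Gadd45a, Mt2, Ddit4, and Sesn1, so no ubiquitin, ubiquitin ligase, or proteasome gene of the list passed 2-fold. Gadd45a had 2.92 and the metallothionein gene Mt2 was 2.82-fold higher, whereas Fbxo40 had -0.78 and Ubb -0.42. The list's median lay above that of 9999 of 10000 random lists matched on signal, and 18 of the 27 ratios were above 0. Other ubiquitin ligase genes, named after their values were seen, went both ways. Fbxo21 had 0.76, Fbxo30 0.52, Trim63 0.39, and Fbxo32 0.29, while Mul1 had -0.20 and Fbxo31 -0.11. Of 30 autophagy and lysosome genes, 3 were higher, among them Plbd2 at 1.55, none was lower, and the median was -0.03. Of 13 glucocorticoid-responsive genes, 5 were higher and none was more than 2-fold lower, with Angptl4 and Cebpd both at 1.52 and a median of 0.68. In Table 1 stand 4 of the 13 as well. The lowest members, Fkbp5, Zbtb16, Klf9, Per1, and Sgk1, lay between -0.15 and 0.09. Mt2 and Ddit4 count as higher both here and among the atrophy genes. Of 24 glycolysis and glycogen genes, 2 were lower and 1 was higher, with a median of -0.29. They included the glycogen-targeting subunit gene Ppp1r3c at -1.76 and Pck1, a gene of gluconeogenesis, at 2.15. Of 23 genes of insulin, IGF, and myostatin signaling, 4 were lower, including Tbc1d1 at -1.93 and Grb14 at -1.90, and 1 was higher, while 13 had a ratio above 0 and the median was 0.14. Igfbp5, which belongs to the same group, had -1.64.
Markers of cells other than muscle fibers also differed between the pools. Of 16 adipocyte markers, 11 were more than 2-fold higher and none was lower, with a median of 1.75. Of 9 Schwann cell and nerve markers, 4 were higher, with Ngfr at 3.02, Prx at 1.26, and a median of 0.74. None of 12 endothelial markers passed 2-fold, and their median was -0.19.
The highest measured ratios belonged to Pdzk1ip1 at 7.61, Sln, the serine peptidase gene Htra4 at 6.04, and Foxo1. Kcne1l at 5.29, Lor at 4.94, Depp1 at 4.81, Muc4 at 4.75, Slc23a3 at 4.70, and Stk26 at 4.69 followed. Over all its probes, the median was 2.48 for Muc4 and 3.56 for Kcne1l. Among the lowest were Neto2 at -4.12, Odf3l2 at -4.11, and Ostn, which encodes musclin, at -3.99. Olfr170, Spink11, Cdh4, Crip3, and the water channel gene Aqp4 lay between -3.77 and -3.14. With normexp and quantile normalization, Olfr170 had -2.22, Spink11 had -2.19, and Pdzk1ip1, whose wild-type signal was 27.2, had 6.10, below Sln.
In all, 700 genes were more than 2-fold higher and 643 more than 2-fold lower. Of these, 529 and 397, respectively, were detected on both arrays, and the remaining 171 and 246 were detected on 1 array only and counted by their bound. The share of higher genes among those past 2-fold was 52.1%, but 57.4% to 65.9% with 5 other scalings of the arrays and 37.0% with no filter on dim probes, and normexp background correction together with quantile normalization left 408 higher and 213 lower genes.

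**Figure D1:**
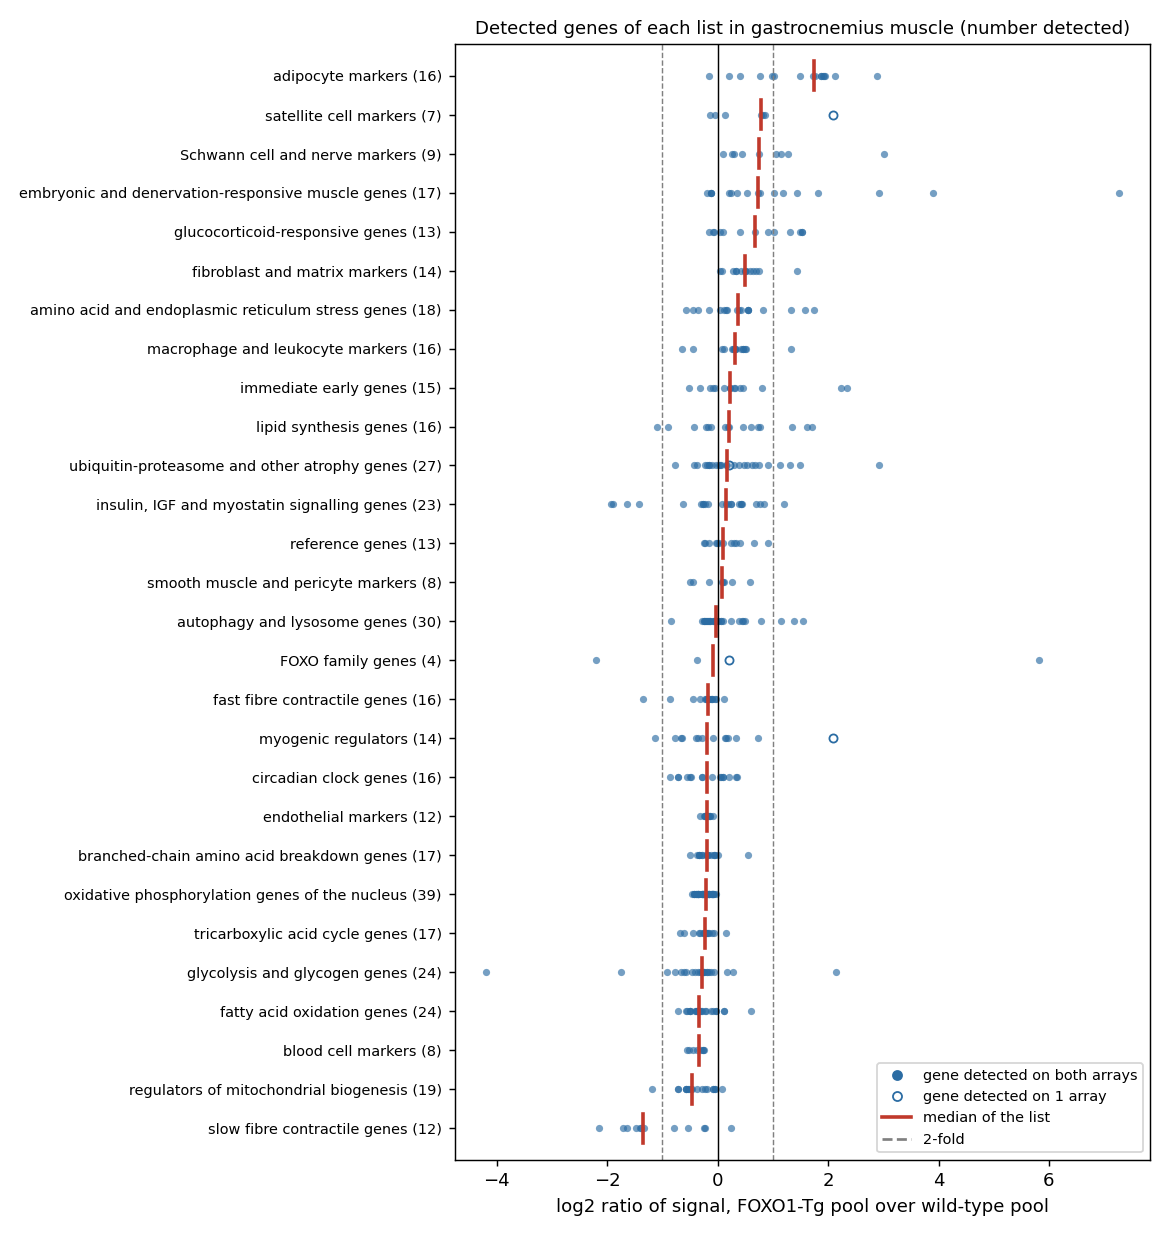
Log2 ratio of the signal in the FOXO1-Tg pool over that in the wild-type pool (horizontal axis) for the detected genes of each list (vertical axis, number detected in parentheses). Filled points are genes detected on both arrays, open points genes detected on 1 array, red bars list medians, and dashed lines mark 2-fold. Slow fiber genes have the lowest median, -1.36, and adipocyte markers the highest, 1.75.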

One‐hundred‐and‐fifty‐three genes were upregulated more than twofold, and 145 genes were downregulated more than 0.5‐fold (Tables 1 and 2). 

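Ppargc1b, which encodes PGC-1β, was the only gene more than 2-fold lower among 19 regulators of mitochondrial biogenesis. It was read by 1 probe with 1 spot, whose signal was 791 in the wild-type pool and 378 in the FOXO1-Tg pool. This is a log2 ratio of -1.20 (scanner error 0.20), or 0.437-fold. Of the 19 regulators, 18 had a ratio below 0 (14 with no scaling of the arrays) and none was more than 2-fold higher. The median of the group was -0.46, below that of all 10000 random lists matched on signal. Such a rank was not particular to this group: medians of 18 of 29 gene lists lay outside the middle 95% of random lists. Slow fiber genes also lay below all 10000, and embryonic or denervation-responsive, glucocorticoid-responsive, and adipocyte genes lay above all 10000. Twnk, the helicase of mitochondrial DNA, had -0.73. Ppargc1a, which encodes the homolog PGC-1α, had -0.57 for its brighter probe and -0.58 for the second, or 0.672-fold for the brighter. The highest ratios were those of Sirt1 at 0.07 and of Pprc1, another gene of the PGC-1 family, at -0.05. The gap between Ppargc1b and Ppargc1a was larger than the scanner error of either ratio, but whether it would hold between mice was not tested.

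**Figure D2:**
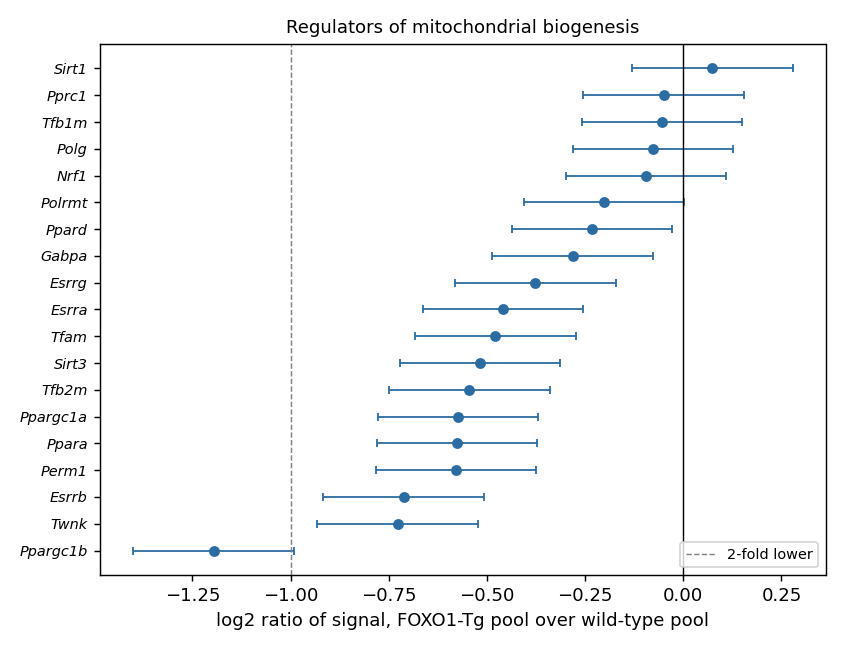
Log2 ratio of the signal in the FOXO1-Tg pool over that in the wild-type pool (horizontal axis) for 19 regulators of mitochondrial biogenesis (vertical axis). Points are the 2-array ratios and bars the scanner error of the array measurement, which is nearly the same for every gene shown. The dashed line marks 2-fold lower. Ppargc1b at -1.20 is the only point beyond it.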

Microarray data showed decreased PGC‐1β expression in the skeletal muscles of FOXO1‐Tg mice, compared with that in wild‐type control mice (0.44‐fold; Table 2). In order to confirm the microarray data, we examined the gene expression using real‐time qPCR. As expected, FOXO1 transgene overexpression was observed in the skeletal muscles of the FOXO1‐Tg mice (Fig. 1A). We observed increased FOXO1 protein levels in the skeletal muscle of FOXO1‐Tg mice (Fig. 1B). Authentic FOXO1 target gene cathepsin L expression was markedly increased in the FOXO1‐Tg mice (Fig. 1A), indicating the functional expression of the FOXO1 transgene. At the same time, PGC‐1β gene expression was significantly decreased in the FOXO1‐Tg mice (Fig. 1A), confirming the microarray data. In addition, the expression of the known PGC‐1β target MCAD was significantly decreased. Thus, FOXO1 overexpression appears to decrease PGC‐1β expression in skeletal muscles.

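On the arrays, genes of fatty acid oxidation and oxidative phosphorylation were slightly lower in the FOXO1-Tg pool, and none of them passed 2-fold. Acadm, which encodes MCAD, had a signal of 93957 in the wild-type pool and 69659 in the FOXO1-Tg pool, a log2 ratio of -0.56 (scanner error 0.20) or 0.678-fold. Of 24 fatty acid oxidation genes, 21 had a ratio below 0, and their median of -0.33 lay below that of all 10000 random lists matched on signal (17 below 0 and a median of -0.20 with no scaling of the arrays). Slc25a20, the carnitine carrier of the mitochondrial membrane, had -0.72 and Ucp3 -0.58, whereas Pdk4, a kinase that inhibits pyruvate dehydrogenase, had 0.60 and Lpl 0.12. All 39 nuclear genes of oxidative phosphorylation had a ratio below 0, from -0.47 for Uqcrc1 and -0.44 for Ndufs1 to -0.06 for Sdhb and -0.03 for Cox7b. Their median was -0.22, and 128 of 10000 random lists lay lower, but with normexp and quantile normalization it was -0.14, inside the middle 95% of random lists. With no scaling of the arrays, 30 of the 39 were below 0 and the median was -0.09. The 17 tricarboxylic acid cycle genes had a median of -0.22, inside that range as well (641 of 10000 lay lower), and fast fiber genes had a median close to these. Most of these single ratios were within 2 times the scanner error of 0, and the median over all genes detected on both arrays was itself -0.07. Ctsl, which encodes the FOXO1 target cathepsin L, had a log2 ratio of 1.39, or 2.62-fold. Rplp0 (36B4), a reference gene of the paper's qPCR, had -0.01 for its brightest probe. From the lower PGC-1β signal on the arrays, and from qPCR of FOXO1, cathepsin L, PGC-1β, and MCAD in these mice (Fig. 1A), the paper proposes that FOXO1 overexpression lowers PGC-1β expression in skeletal muscle.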

**Table 1:** List of genes in skeletal muscle with increased expression levels in FOXO1‐Tg mice compared with wild‐type control mice. Top 100 genes are shown.

	SystematicName	GeneName	Description	Fold (FOXO1‐Tg/ Wild‐type)
1	NM_025540	Sln	Sarcolipin	154.62
2	NM_001081187	Htra4	HtrA serine peptidase 4	66.04
3	NM_019739	Foxo1	Forkhead box O1	56.54
4	NM_010858	Myl4	Myosin, light polypeptide 4	14.98
5	NM_001134697	Ctxn3	Cortexin 3	11.60
6	NM_013803	Casr	Calcium‐sensing receptor	9.63
7	NM_007836	Gadd45a	Growth arrest and DNA‐damage‐inducible 45 alpha	7.61
8	NM_013492	Clu	Clusterin	7.22
9	NM_025359	Tspan13	Tetraspanin 13	7.18
10	NM_030695	Lrba	LPS‐responsive beige‐like anchor	6.99
11	NM_010597	Kcnab1	Potassium voltage‐gated channel, shaker‐related subfamily, beta member 1	5.78
12	NM_146085	Apbb3	Amyloid beta (A4) precursor protein‐binding, family B, member 3	5.16
13	NM_008362	Il1r1	Interleukin 1 receptor, type I	5.07
14	NM_007913	Egr1	Early growth response 1	4.71
15	NM_153578	Nipa1	Nonimprinted in Prader‐Willi/Angelman syndrome 1 homolog (human)	4.62
16	NM_011044	Pck1	Phosphoenolpyruvate carboxykinase 1, cytosolic	4.46
17	NM_008258	Hn1	Hematological and neurological expressed sequence 1	4.36
18	NM_201256	Eif4ebp3	Eukaryotic translation initiation factor 4E binding protein 3	4.28
19	NM_001102405	Acp5	Acid phosphatase 5, tartrate resistant	4.15
20	NM_021282	Cyp2e1	Cytochrome P450, family 2, subfamily e, polypeptide 1	4.15
21	NM_009876	Cdkn1c	Cyclin‐dependent kinase inhibitor 1C (P57)	4.15
22	NM_021282	Cyp2e1	Cytochrome P450, family 2, subfamily e, polypeptide 1	4.14
23	NM_025439	Tmem9	Transmembrane protein 9	4.12
24	NM_144936	Tmem45b	Transmembrane protein 45b	4.01
25	NM_008086	Gas1	Growth arrest‐specific 1	4.00
26	NM_013614	Odc1	Ornithine decarboxylase, structural 1	3.90
27	NM_011858	Tenm4	Teneurin transmembrane protein 4	3.87
28	NM_001204959	Retn	Resistin	3.84
29	NM_178373	Cidec	Cell death‐inducing DFFA‐like effector c	3.76
30	NM_009605	Adipoq	Adiponectin, C1Q, and collagen domain containing	3.69
31	NM_008161	Gpx3	Glutathione peroxidase 3	3.66
32	NM_007389	Chrna1	Cholinergic receptor, nicotinic, alpha polypeptide 1 (muscle)	3.55
33	NM_025869	Dusp26	Dual specificity phosphatase 26 (putative)	3.50
34	NM_011158	Prkar2b	Protein kinase, cAMP‐dependent regulatory, type II beta	3.44
35	NM_175640	Plin1	Perilipin 1	3.42
36	NM_001159487	Rbp4	Retinol binding protein 4, plasma	3.37
37	NM_033037	Cdo1	Cysteine dioxygenase 1, cytosolic	3.37
38	NM_026929	Chac1	ChaC, cation transport regulator 1	3.37
39	NM_181072	Myo1e	Myosin IE	3.35
40	NM_013459	Cfd	Complement factor D (adipsin)	3.34
41	NM_029385	Nudt16	Nudix (nucleoside diphosphate linked moiety X)‐type motif 16	3.34
42	NM_009675	Aoc3	Amine oxidase, copper containing 3	3.32
43	NM_009127	Scd1	Stearoyl‐Coenzyme A desaturase 1	3.30
44	NM_007469	Apoc1	Apolipoprotein C‐I	3.27
45	NM_177733	E2f2	E2F transcription factor 2	3.25
46	NM_013869	Tnfrsf19	Tumor necrosis factor receptor superfamily, member 19	3.23
47	NM_010864	Myo5a	Myosin VA	3.21
48	NM_029803	Ifi27l2a	Interferon, alpha‐inducible protein 27 like 2A	3.19
49	NM_010828	Cited2	Cbp/p300‐interacting transactivator, with Glu/Asp‐rich carboxy‐terminal domain, 2	3.14
50	NM_017370	Hp	Haptoglobin	3.13
51	NM_145400	Ube4a	Ubiquitination factor E4A, UFD2 homolog (*S. cerevisiae*)	3.06
52	NM_133838	Ehd4	EH‐domain containing 4	3.05
53	NM_007639	Cd1d1	CD1d1 antigen	3.05
54	NM_001013826	Dupd1	Dual specificity phosphatase and pro isomerase domain containing 1	2.95
55	NM_023625	Plbd2	Phospholipase B domain containing 2	2.95
56	NM_013822	Jag1	Jagged 1	2.93
57	NM_177409	Tram2	Translocating chain‐associating membrane protein 2	2.90
58	NM_020581	Angptl4	Angiopoietin‐like 4	2.89
59	NM_009822	Runx1t1	Runt‐related transcription factor 1; translocated to, 1 (cyclin D‐related)	2.89
60	NM_146001	Hip1	Huntingtin‐interacting protein 1	2.89
61	NM_011430	Sncg	Synuclein, gamma	2.89
62	NM_007679	Cebpd	CCAAT/enhancer binding protein (C/EBP), delta	2.88
63	NM_011580	Thbs1	Thrombospondin 1	2.85
64	NM_008630	Mt2	Metallothionein 2	2.84
65	NM_133955	Rhou	Ras homolog gene family, member U	2.83
66	NM_025888	Kctd20	Potassium channel tetramerization domain containing 20	2.82
67	NM_008198	Cfb	Complement factor B	2.81
68	NM_019432	Tmem37	Transmembrane protein 37	2.71
69	NM_013468	Ankrd1	Ankyrin repeat domain 1 (cardiac muscle)	2.71
70	NM_025593	Polr2l	Polymerase (RNA) II (DNA directed) polypeptide L	2.70
71	NM_001198823	App	Amyloid beta (A4) precursor protein (App)	2.69
72	NM_178087	Pml	Promyelocytic leukemia	2.68
73	NM_138673	Stab2	Stabilin 2	2.66
74	NM_007569	Btg1	B‐cell translocation gene 1, antiproliferative	2.66
75	NM_009984	Ctsl	Cathepsin L	2.63
76	NM_009801	Car2	Carbonic anhydrase 2	2.63
77	NM_008055	Fzd4	Frizzled homolog 4 (Drosophila)	2.60
78	ENSMUST00000030257	Cachd1	Cache domain containing 1	2.58
79	NM_146251	Pnpla7	Patatin‐like phospholipase domain containing 7	2.58
80	NM_197986	Tmem140	Transmembrane protein 140	2.58
81	NM_001198984	Tcof1	Treacher Collins Franceschetti syndrome 1, homolog	2.58
82	NM_009201	Slc1a5	Solute carrier family 1 (neutral amino acid transporter), member 5	2.54
83	NM_001145953	Lgals3	Lectin, galactose binding, soluble 3	2.52
84	NM_133977	Trf	Transferrin	2.50
85	NM_001081349	Slc43a1	Solute carrier family 43, member 1	2.50
86	NM_029083	Ddit4	DNA damage‐inducible transcript 4	2.50
87	NM_009780	C4b	Complement component 4B	2.50
88	NM_010097	Sparcl1	SPARC‐like 1	2.49
89	NM_001101433	Zcchc24	Zinc finger, CCHC domain containing 24	2.48
90	NM_133198	Pygl	Liver glycogen phosphorylase	2.44
91	NM_026439	Ccdc80	Coiled‐coil domain containing 80	2.44
92	NM_019412	Prx	Periaxin	2.41
93	NM_148927	Plekha4	Pleckstrin homology domain containing, family A	2.41
94	NM_181390	Mustn1	Musculoskeletal, embryonic nuclear protein 1	2.40
95	NM_001097644	Ccnyl1	Cyclin Y‐like 1	2.39
96	NM_026330	Nsmce1	Non‐SMC element 1 homolog (S. cerevisiae)	2.38
97	NM_008037	Fosl2	Fos‐like antigen 2	2.36
98	NM_001039386	Nsmf	NMDA receptor synaptonuclear signaling and neuronal migration factor	2.35
99	NM_023587	Ptplb	Protein tyrosine phosphatase‐like (proline instead of catalytic arginine), member b	2.32
100	NM_011785	Akt3	Thymoma viral proto‐oncogene 3	2.32

**Table 2:** List of genes in skeletal muscle with decreased expression levels in FOXO1‐Tg mice compared with wild‐type control mice. Top 100 genes are shown. PGC‐1β is highlighted.

	SystematicName	GeneName	Description	Fold (FOXO1‐Tg/ Wild‐type)
1	NM_010292	Gck	Glucokinase	0.06
2	NM_001081324	Neto2	Neuropilin (NRP) and tolloid (TLL)‐like 2	0.06
3	NM_001033473	Odf3l2	Outer dense fiber of sperm tails 3‐like 2	0.06
4	NM_198112	Ostn	Osteocrin	0.06
5	NM_011825	Grem2	Gremlin 2 homolog, cysteine knot superfamily (*Xenopus laevis*)	0.06
6	NM_009867	Cdh4	Cadherin 4	0.08
7	NM_053250	Crip3	Cysteine‐rich protein 3 (Crip3), transcript variant TLP‐B	0.09
8	NM_009700	Aqp4	Aquaporin 4	0.10
9	NM_177787	Slc15a5	Solute carrier family 15, member 5	0.12
10	NM_144547	Amhr2	Anti‐Mullerian hormone type 2 receptor	0.13
11	NM_013467	Aldh1a1	Aldehyde dehydrogenase family 1, subfamily A1	0.14
12	NM_030017	Rdh12	Retinol dehydrogenase 12	0.15
13	NM_011497	Aurka	Aurora kinase A	0.16
14	NM_001081160	Mdga1	MAM domain containing glycosylphosphatidylinositol anchor 1	0.16
15	NM_001013799	Mettl21c	Methyltransferase like 21C	0.16
16	NM_001024539	Shc2	SHC (Src homology 2 domain containing) transforming protein 2	0.17
17	NM_144860	Mib1	Mindbomb homolog 1 (Drosophila)	0.18
18	NM_176920	Lrtm1	Leucine‐rich repeats and transmembrane domains 1	0.18
19	NM_016749	Mybph	Myosin binding protein H	0.18
20	NM_010061	Dnase1	Deoxyribonuclease I	0.19
21	NM_029104	Mss51	MSS51 mitochondrial translational activator (Mss51), nuclear gene encoding mitochondrial protein	0.20
22	NM_001177841	Otub2	OTU domain, ubiquitin aldehyde binding 2	0.20
23	NM_010019	Dapk2	Death‐associated protein kinase 2	0.20
24	NM_025998	Nkain1	Na+/K+transporting ATPase interacting 1	0.20
25	NM_011943	Map2k6	Mitogen‐activated protein kinase kinase 6	0.22
26	NM_194060	Foxo6	Forkhead box O6	0.22
27	NM_028638	Gadl1	Glutamate decarboxylase‐like 1	0.22
28	NM_009393	Tnnc1	Troponin C, cardiac/slow skeletal	0.23
29	NM_145562	Parm1	Prostate androgen‐regulated mucin‐like protein 1	0.23
30	NM_010585	Itpr1	Inositol 1,4,5‐trisphosphate receptor 1	0.25
31	NM_001253822	Irx3	Iroquois‐related homeobox 3 (Drosophila)	0.26
32	NM_013737	Pla2g7	Phospholipase A2, group VII (platelet‐activating factor acetylhydrolase, plasma)	0.26
33	NM_019636	Tbc1d1	TBC1 domain family, member 1	0.26
34	NM_016719	Grb14	Growth factor receptor bound protein 14	0.27
36	NM_015814	Dkk3	dickkopf homolog 3 (*Xenopus laevis*)	0.28
37	NM_010267	Gdap1	Ganglioside‐induced differentiation‐associated‐protein 1	0.29
38	NM_022314	Tpm3	Tropomyosin 3, gamma	0.29
39	NM_007642	Cd28	CD28 antigen	0.29
40	NM_010246	Fzd9	frizzled homolog 9 (Drosophila)	0.29
41	NM_026999	Zfp688	Zinc finger protein 688	0.30
42	NM_031997	Tmem2	Transmembrane Protein 2	0.30
43	NM_016854	Ppp1r3c	Protein phosphatase 1, regulatory (inhibitor) subunit 3C	0.30
44	NM_001159344	Casz1	Castor zinc finger 1	0.30
45	NM_027402	Fndc5	Fibronectin type III domain containing 5	0.30
46	BC019757	Hist1h4i	Histone cluster 1, H4i	0.30
47	NM_010859	Myl3	Myosin, light polypeptide 3	0.30
48	NM_207161	Dnph1	2'‐deoxynucleoside 5'‐phosphate N‐hydrolase 1	0.31
49	NM_026884	Fam57b	Family with sequence similarity 57, member B	0.32
50	NM_010861	Myl2	Myosin, light polypeptide 2, regulatory, cardiac, slow	0.32
51	NM_010518	Igfbp5	Insulin‐like growth factor binding protein 5	0.32
52	NM_027963	Wdr16	WD repeat domain 16	0.32
53	NM_001081063	Prss55	Protease, serine, 55	0.32
54	NR_037996	Hmga2‐ps1	HIGH‐mobility group AT‐hook 2, pseudogene 1	0.32
55	NM_027161	Tmem52	Transmembrane protein 52	0.32
56	NM_019563	Cited4	Cbp/p300‐interacting transactivator, with Glu/Asp‐rich carboxy‐terminal domain, 4	0.33
57	NM_175511	Fam78a	Family with sequence similarity 78, member A	0.33
58	NM_175276	Fhod3	Formin homology 2 domain containing 3	0.34
59	NM_018760	Slc4a4	Solute carrier family 4 (anion exchanger), member 4	0.34
60	ENSMUST00000108587	Tnnt1	Troponin T1, skeletal, slow	0.35
61	NM_008852	Pitx3	Paired‐like homeodomain transcription factor 3	0.35
62	NM_080728	Myh7	Myosin, heavy polypeptide 7, cardiac muscle, beta	0.36
63	NM_018832	Magix	MAGI family member, X‐linked	0.37
64	NM_001170488	Tprkb	Tp53rk binding protein	0.37
65	NM_030241	Setd8	SET domain containing (lysine methyltransferase) 8	0.37
66	NM_007431	Alpl	Alkaline phosphatase, liver/bone/kidney	0.37
67	NM_181577	Ccdc85a	Coiled‐coil domain containing 85A	0.37
68	NM_001122683	Bdh1	3‐hydroxybutyrate dehydrogenase, type 1	0.37
69	NM_011983	Homer2	Homer homolog 2 (Drosophila)	0.37
70	NM_011638	Tfrc	Transferrin receptor	0.37
71	NM_030179	Clip4	CAP‐GLY domain containing linker protein family, member 4	0.37
72	NM_198190	Ntf5	Neurotrophin 5	0.37
73	NM_010834	Mstn	myostatin	0.38
74	NM_001085378	Myh7b	Myosin, heavy chain 7B, cardiac muscle, beta	0.38
75	NM_177603	Frat2	Frequently rearranged in advanced T cell lymphomas 2	0.38
76	NM_009519	Wnt11	Wingless‐related MMTV integration site 11	0.39
77	NM_133363	Myoz3	Myogenin 3	0.39
78	NM_027307	Golm1	Golgi membrane protein 1	0.39
79	NM_027678	Zranb3	Zinc finger, RAN‐binding domain containing 3	0.40
80	NM_001160262	Fam78b	Family with sequence similarity 78, member B	0.40
81	NM_148958	Osbpl10	Oxysterol binding protein‐like 10	0.40
82	EU616813	Mirg	Clone E19 5E_C11 maternally expressed gene 9	0.40
83	NM_021467	Tnni1	Troponin I, skeletal, slow 1	0.40
84	NR_003280	Rs5‐8s1	5.8S ribosomal RNA	0.41
85	NM_080595	Emid1	EMI domain containing 1	0.41
86	NM_001109040	Kif21a	Kinesin family member 21A	0.41
87	NM_033478	Ly6g6d	Lymphocyte antigen 6 complex, locus G6D	0.41
88	NM_173745	Dusp18	Dual specificity phosphatase 18	0.41
89	NM_018803	Syt10	Synaptotagmin X	0.41
90	NM_001252310	Fam19a5	Family with sequence similarity 19, member A5	0.41
91	NM_011160	Prkg1	Protein kinase, cGMP‐dependent, type I	0.42
92	NM_030263	Psd3	Pleckstrin and Sec7 domain containing 3	0.43
93	NM_010866	Myod1	Myogenic differentiation 1	0.43
94	NM_008421	Kcnc1	Potassium voltage‐gated channel, Shaw‐related subfamily, member 1	0.43
96	NM_009107	Rxrg	Retinoid X receptor gamma	0.44
97	NM_133249	Ppargc1b	Peroxisome proliferative activated receptor, gamma, coactivator 1 beta	0.44
98	NM_008596	Sypl2	Synaptophysin‐like 2	0.44
99	NM_001272024	Sema6c	Sema domain, transmembrane domain (TM), and cytoplasmic domain (semaphorin) 6C	0.44
100	NM_011103	Prkcd	Protein kinase C, delta	0.44

**Fig. 1:**
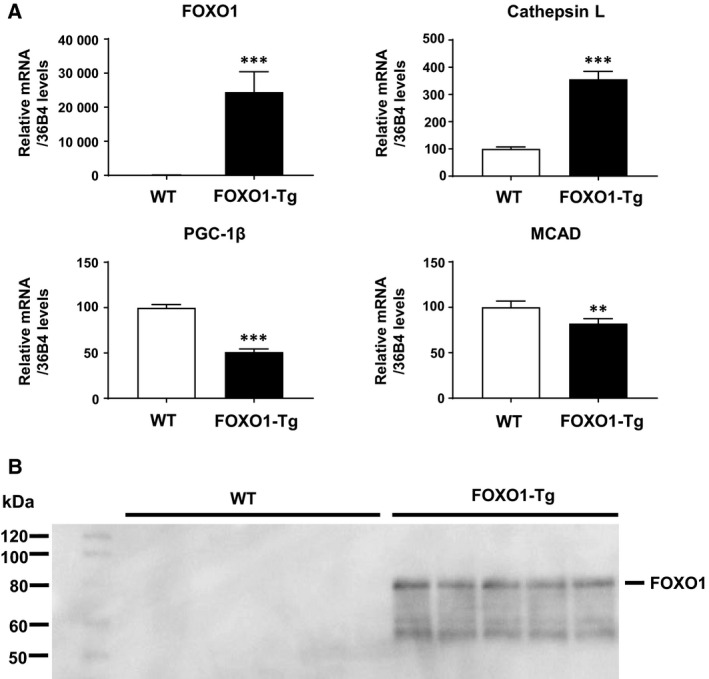
Gene expression analysis of FOXO1, cathepsin L, PGC‐1β, and MCAD in the skeletal muscles of FOXO1‐overexpressing mice. (A) FOXO1 was remarkably expressed in FOXO1‐Tg mice. Cathepsin L, the target gene of FOXO1, was also increased in FOXO1‐Tg mice. In contrast, the expression of PGC‐1β and MCAD decreased in FOXO1‐Tg mice. Quantitative real‐time RT‐PCR data from wild‐type (WT) control mice were set at 100 arbitrary units. Each value is presented as the mean ± standard error (SE; *N* = 5). Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, **P < 0.01 versus wild‐type. (B) Western blotting analysis of skeletal muscle from FOXO1‐Tg mice.

### Expression of PGC‐1β gene in skeletal muscles with changed endogenous FOXO1 expression

We analyzed the expression of the PGC‐1β gene under other conditions with increased endogenous FOXO1 expression. For one of these conditions, we subjected the skeletal muscles of mice to denervation. After 12 days, we dissected the mice. The skeletal muscle (gastrocnemius) weights were 141 ± 6 mg (control, *N* = 3) and 82 ± 2 mg (denervation, *N* = 4; *P* < 0.001), showing muscle atrophy associated with the denervation. Increased FOXO1 as well as cathepsin L mRNA expression was also observed in the skeletal muscles with denervation (Fig. 2). We also observed increased FOXO1 protein levels in skeletal muscles with denervation (data not shown). A marked decrease of PGC‐1β expression, as well as MCAD expression, was observed in the skeletal muscles with denervation (Fig. 2). Denervation increased 36B4 (reference gene) expression. We used another reference gene (18S), whose expression was not increased by denervation, and observed significant decrease of PGC‐1β expression, as well as MCAD expression (Fig. 2).

**Fig. 2:**
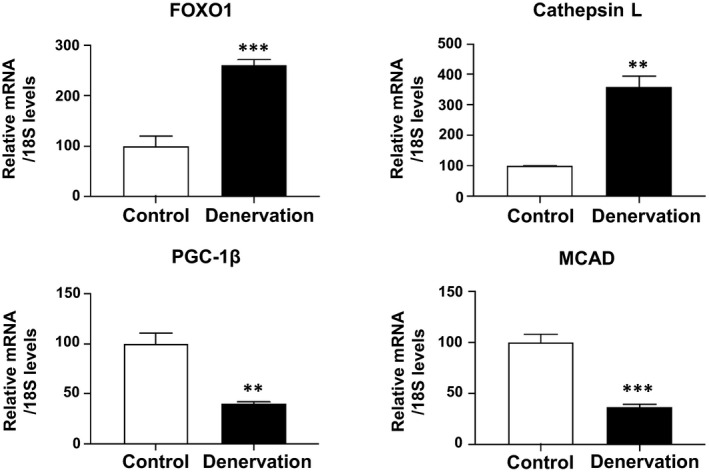
Gene expression analysis of FOXO1, cathepsin L, PGC‐1β, and MCAD in the skeletal muscles of denervated mice. The expression of FOXO1 increased in mice that had undergone denervation. Cathepsin L was also increased in denervated mice. Denervation significantly reduced the expression of PGC‐1β and MCAD. Quantitative real‐time RT‐PCR data from control samples were set at 100 arbitrary units. Each value is presented as the mean ± SE (control: *N* = 3, denervation: *N* = 4). Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, **P < 0.01, *P < 0.05 versus control.

Next, we used skeletal muscles subjected to unloading with a plaster cast. Unloading using a plaster cast for 11 days caused muscle atrophy. The skeletal muscle (gastrocnemius) weight was 150 ± 3 mg for the control group (*N* = 5) and 103 ± 5 mg for the group with a plaster cast (*N* = 4; *P* < 0.001). The plaster cast increased the mRNA expression of FOXO1 and its target cathepsin L, along with decreased PGC‐1β and MCAD expression (Fig. 3). Plaster cast also increased 36B4 (reference gene) expression. We used another reference gene (18S), whose expression was not increased by plaster cast, and observed significant decrease in PGC‐1β expression, as well as MCAD expression (Fig. 3).

**Fig. 3:**
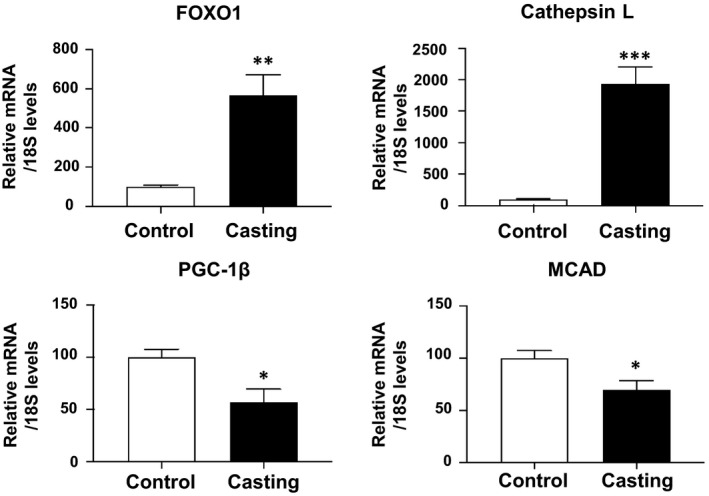
Gene expression analysis of FOXO1, cathepsin L, PGC‐1β, and MCAD in the skeletal muscles of plaster‐casted mice. The expression of FOXO1 and cathepsin L was increased upon unloading using a plaster cast. The expression of PGC‐1β and MCAD was decreased by plaster cast. Quantitative real‐time RT‐PCR data from control samples were set at 100 arbitrary units. Each value is presented as the mean ± SE (control: *N* = 5, casting: *N* = 4). Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, **P < 0.01, *P < 0.05 versus control.

We also attempted to apply another condition with changed FOXO1 expression: fasting and refeeding. Fasting for 8 or 24 h increased FOXO1 expression in skeletal muscles. Fasting for 24 h followed by refeeding for 4 h downregulated the FOXO1 mRNA expression. Previously, we confirmed increased endogenous FOXO1 protein levels after 24‐h fasting [5]. Cathepsin L expression was gradually increased by fasting for 8 and 24 h, but it was not decreased by refeeding for 4 h. Therefore, cathepsin L mRNA may be stable against degradation for this period. PGC‐1β expression was gradually decreased by fasting for 8 and 24 h. Interestingly, refeeding for 4 h after fasting for 24 h recovered the PGC‐1β expression, compared with that upon fasting for 24 h alone (Fig. 4). MCAD expression was slightly decreased by fasting (8 or 24 h) and not markedly changed by refeeding (Fig. 4). Taking these findings together, in the skeletal muscles of mice, an inverse correlation was observed between FOXO1 and PGC‐1β (Figs 1, 2, 3, 4), suggesting that PGC‐1β expression is negatively regulated by FOXO1.

**Fig. 4:**
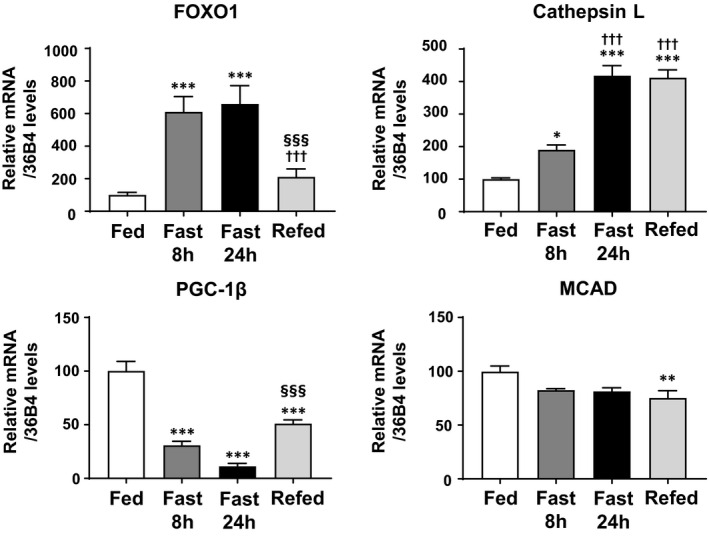
Gene expression analysis of FOXO1, cathepsin L, PGC‐1β, and MCAD in the skeletal muscles of fasted and refed mice. Fasting for 8 and 24 h increased the expression of FOXO1 and cathepsin L. Subsequent refeeding reduced FOXO1 expression. In contrast, the expression of PGC‐1β was decreased by fasting for 8 and 24 h, and the expression was recovered by refeeding. The MCAD expression was not markedly changed. Quantitative real‐time RT‐PCR data from fed samples were set at 100 arbitrary units. Each value is presented as the mean ± SE (*N* = 6). Statistical analyses were performed using one‐way analysis of variance followed by Tukey’s *post hoc* test. ***P < 0.001, **P < 0.01, *P < 0.05 versus fed; ^†††^ *P* < 0.001 versus fast for 8 h; ^§§§^ *P* < 0.001 versus fast for 24 h.

### Decreased PGC‐1β expression and decreased markers of mitochondrial density

PGC‐1β is known to increase mitochondrial content [12]; therefore, we examined mtDNA levels and mitochondrial enzyme CS activity as markers of mitochondrial density. Mitochondrially encoded COX2 (*Cox2*) DNA levels were slightly decreased, and CS activity was also significantly decreased in FOXO1‐Tg mice (Fig. 5A). In addition, decreased mtDNA levels and decreased CS activity were observed after denervation (Fig. 5B). Moreover, fasting for 24 h caused decreased mtDNA level and decreased CS activity (Fig. 5C). Thus, decreased PGC‐1β mRNA levels caused by FOXO1 appeared to lead to decreased functional PGC‐1β protein expression, concomitant with decreased mitochondrial content.

**Fig. 5:**
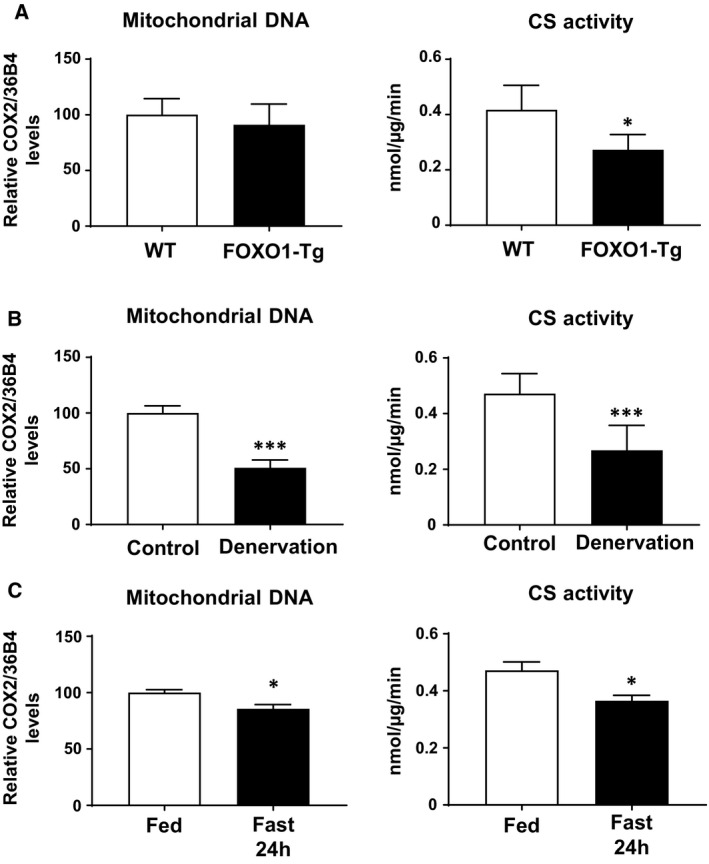
mtDNA content and CS activity in skeletal muscle. mtDNA content and CS activity in (A). Skeletal muscles of FOXO1‐overexpressing mice. The skeletal muscle weight of the wild‐type control was 127 ± 6 mg (*N* = 5) and that of the FOXO1‐Tg mice was 97 ± 5 mg (*N* = 5; *P* < 0.01). (B) Skeletal muscles of mice with denervation. The skeletal muscle weights were 138 ± 3 mg (control, *N* = 6) and 90 ± 2 mg (denervation, *N* = 8; *P* < 0.001). (C) Skeletal muscles of mice with fasting 24 h. The skeletal muscle weights were 138 ± 3 mg (control, *N* = 6) and 119 ± 2 mg (fasting 24 h, *N* = 6; *P* < 0.001). Each value is presented as the mean ± SE. Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, *P < 0.05 versus respective control.

### Attenuation of decreased PGC‐1β expression by fasting in the skeletal muscles of FOXO1‐KO mice

For loss‐of‐function experiments, we used skeletal muscle‐specific FOXO1‐KO mice [5]. In wild‐type control mice, fasting caused increased FOXO1 mRNA levels concomitant with increased cathepsin L mRNA (Fig. 6). In FOXO1‐KO mice, FOXO1 mRNA levels were very low in both fed and fasting samples, as expected. In a previous study, we confirmed diminished endogenous FOXO1 protein levels in the skeletal muscle of FOXO1‐KO mice in fed and fasting conditions [5]. In FOXO1‐KO mice, fasting‐induced cathepsin L mRNA expression was significantly attenuated (Fig. 6). In wild‐type mice, PGC‐1β mRNA levels were decreased by fasting. On the other hand, the fasting‐induced PGC‐1β mRNA decrease was significantly attenuated in FOXO1‐KO mice. The data indicated that fasting‐caused PGC‐1β mRNA decrease was likely to be mediated by FOXO1.

**Fig. 6:**
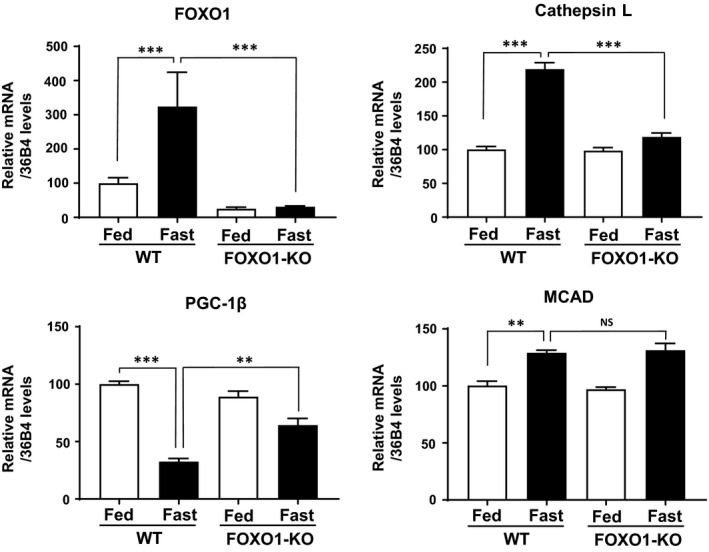
Gene expression analysis of the skeletal muscles of FOXO1‐KO mice. Gene expression in skeletal muscle of fed and fasted FOXO1‐KO mice. FOXO1‐KO and wild‐type mice were either allowed *ad libitum* access to food or subjected to a 24‐h fast (wild‐type fed, *n* = 3; wild‐type fasted, *n* = 4; KO fed, *n* = 4; KO fasted, *n* = 4). Expression levels of FOXO1, cathepsin L, PGC‐1β, and MCAD in skeletal muscle are shown. Quantitative real‐time RT‐PCR data from fed wild‐type mice were set at 100 arbitrary units. Each value is presented as the mean ± SE. Statistical analyses were performed using two‐way analysis of variance followed by Tukey’s *post hoc* test. ***P < 0.001, **P < 0.01. NS, not significant.

### PGC‐1β gene expression change induced by FOXO1 activation in C2C12 cells

In order to understand the causal relationship between FOXO1 expression and PGC‐1β expression, we used a tamoxifen‐inducible FOXO1 activation system in C2C12 myoblast cells. Namely, tamoxifen treatment induces the translocation of FOXO1‐ER fusion protein (FOXO1‐ER) from the cytoplasm to the nucleus and causes FOXO1‐mediated target gene activation [4, 23]. In the presence of tamoxifen (for 24 h), FOXO1 mRNA expression remained unchanged (Fig. 7A), which is consistent with the findings of a previous study [4]. Cathepsin L expression was increased by tamoxifen treatment, indicating FOXO1 activation. Interestingly, in the presence of tamoxifen (FOXO1 activation), there was a marked decrease of PGC‐1β expression (Fig. 7A). Thus, PGC‐1β gene expression was negatively regulated by FOXO1 in C2C12 myoblast cells. In this experiment, MCAD expression was slightly increased by tamoxifen treatment.

**Fig. 7:**
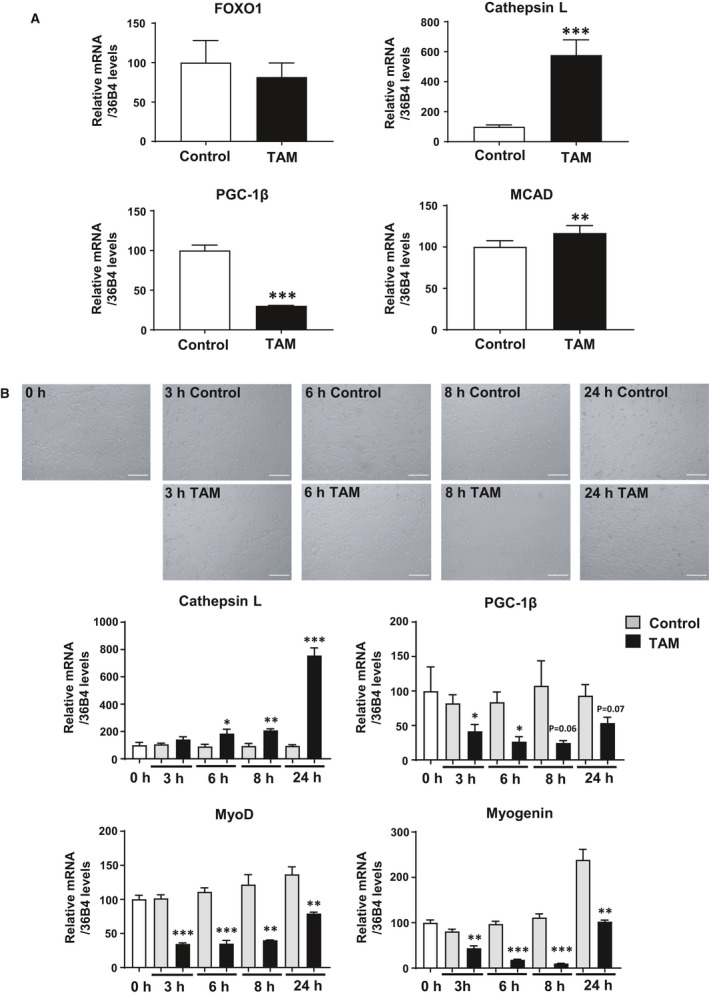
Effect of FOXO1 activation on the expression of PGC‐1β in C2C12 cells. (A) Tamoxifen (TAM) was added to FOXO1‐ER cells, and 24 h later, mRNA expression was analyzed. Expression levels of FOXO1, cathepsin L, PGC‐1β, and MCAD are shown. Quantitative real‐time RT‐PCR data from controls were set at 100 arbitrary units. Each value is presented as the mean ± SE (*N* = 6). Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, **P < 0.01 versus control. (B) Time course (3, 6, 8, and 24 h) after tamoxifen treatment; microscopic views were observed, and mRNA expression levels were analyzed. Scale bars, 100 µm. Quantitative real‐time RT‐PCR data from 0 h were set at 100 arbitrary units. Each value is presented as the mean ± SE (*N* = 4). Statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test. ***P < 0.001, **P < 0.01, *P < 0.05 versus control (vehicle).

Forkhead box protein O1 was reported to suppress muscle cell differentiation [1, 25, 26]; therefore, we examined the change in muscle differentiation marker gene expression during this experimental period. We examined the time course of PGC‐1β and differentiation marker gene expression. C2C12 cells expressing FOXO1‐ER were treated with tamoxifen, and at 3, 6, 8, and 24 h after treatment, mRNA expression levels were examined. Three hours after treatment, PGC‐1β and MyoD and myogenin (differentiation marker genes) mRNA levels were decreased (Fig. 7B). We also observed microscopic views of cells; there were no marked phenotypical changes between the vehicle (control) and tamoxifen treatment groups during this time period (Fig. 7B). We used cells without differentiation stimuli (not using differentiation medium) in confluent cells. Thus, we consider that the cells did not differentiate in these conditions. Thus, the decreased PGC‐1β mRNA levels were not likely to be caused by decreased differentiation (not a result of the differentiation process), but by direct suppression by FOXO1.

### FOXO1 expression and PGC‐1α expression changes

For comparison, we also examined PGC‐1α (PGC‐1β homologue) expression in the samples used for Figs 1, 2, 3, 4, 6, and 7 (Fig. 8). PGC‐1α expression was decreased in FOXO1‐Tg mice and in those subjected to denervation, but not unloading with a plaster cast, while PGC‐1β expression was decreased in these groups. Meanwhile, upon fasting for 8 h, PGC‐1α expression did not change; however, upon fasting for 24 h followed by refeeding, PGC‐1α expression was decreased (Fig. 8). In FOXO1‐KO mice, fasting (24 h) caused decrease of PGC‐1α expression was attenuated (Fig. 8). In the case of the tamoxifen‐activated FOXO1‐ER experiment, PGC‐1α expression was not decreased but rather significantly increased (Fig. 8). Thus, PGC‐1α expression appears not to be simply downregulated by FOXO1 activation. PGC‐1α is also known to increase MCAD expression [11]. Thus, the increased MCAD level observed in the FOXO1‐ER cells (Fig. 7A) may be explained by the increased PGC‐1α expression, but other possibilities should also be considered.

**Fig. 8:**
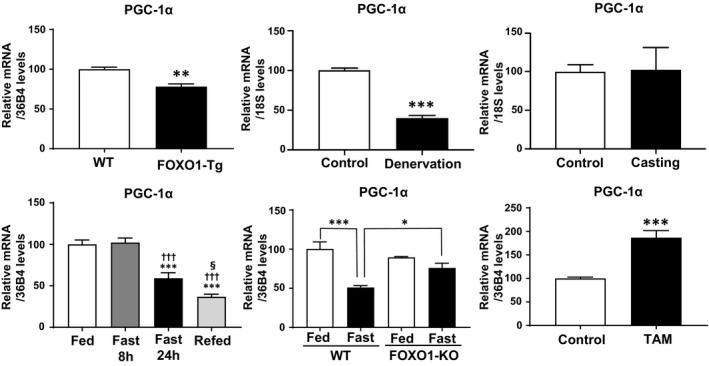
Gene expression of PGC‐1α in skeletal muscles and cells. The expression of PGC‐1α was examined in the samples used in Figs 1, 2, 3, 4, 6, and 7A. Each value is presented as the mean ± SE. For FOXO1‐Tg experiment, statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test (*N* = 5). **P < 0.01 versus wild‐type. For denervation experiment, statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test (control: *N* = 3, denervation: *N* = 4). ***P < 0.001 versus control. For casting experiment, statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test (control: *N* = 5, casting: *N* = 4). For fasting experiment, statistical analyses were performed using one‐way analysis of variance followed by Tukey’s *post hoc* test (*N* = 6). ***P < 0.001 versus fed; ^†††^ *P* < 0.001 versus fast for 8 h; ^§^ *P* < 0.05 versus fast for 24 h. For FOXO1‐KO experiment, statistical analyses were performed using two‐way analysis of variance followed by Tukey’s *post hoc* test (wild‐type fed, *n* = 3; wild‐type fasted, *n* = 4; KO fed, *n* = 4; KO fasted, *n* = 4). ***P < 0.001, *P < 0.05. For FOXO1‐ER experiment, statistical analyses were performed using Student’s two‐tailed unpaired *t*‐test (*N* = 6). ***P < 0.001 versus control.

### Possible physiological significance and mechanism of FOXO1‐mediated suppressed PGC‐1β expression

In this study, we observed that the activation of FOXO1 suppressed PGC‐1β expression in skeletal muscles and myoblast cells. We obtained a clue regarding the mechanism of PGC‐1β gene regulation, which was previously largely unknown. FOXO1 activation causes skeletal muscle atrophy [3], and PGC‐1β activation causes increased energy expenditure [10]. During atrophy with FOXO1 activation, decreased PGC‐1β with decreased energy expenditure appears to be physiologically reasonable, to avoid wasting energy in order to prevent a greater decrease of muscle mass.

Forkhead box protein O1 has been reported to increase the degradation of mitochondria, leading to a decrease in mitochondrial content [27]. As described in the Introduction, PGC‐1β increases mitochondrial content [12]. Thus, FOXO1 caused downregulation of PGC‐1β as described in this study, which is consistent with decreased mitochondrial content. Indeed, in FOXO1‐Tg mice, the amount of red muscle fiber, which is rich in mitochondria, is decreased [3]. Additionally, the skeletal muscle of mice with plaster cast or denervation shows a decreased red muscle fiber level, that is, decreased mitochondria concomitant with increased FOXO1 expression [3, 18]. Thus, decreased mitochondrial content with increased FOXO1 expression may be mediated by FOXO1‐induced PGC‐1β suppression.

Meanwhile, how FOXO1 downregulates the PGC‐1β gene is currently unclear. FOXO1 binds to the genomic DNA sequence, with the Daf16 binding element (DBE) (consensus: TT[G/A]TTTAC) [28] or insulin response element (IRE; consensus: TT[G/A]TTTTG) [29]. However, there were no consensus DBE or IRE up to 2 kb upstream from the transcription start site. Meanwhile, FOXO1 has been reported to physically interact with other transcription factors, such as nuclear receptors, and to positively and negatively regulate target gene expression [30, 31, 32]. However, there were no typical nuclear receptor binding sites, such as glucocorticoid (atrophic hormone) receptor response elements (GREs; consensus: AGAACA), up to 2 kb upstream from the transcription site. Meanwhile, Yasui *et al*. [8] reported Sp1 binding sites are involved in FOXO1‐mediated repression of musclin gene expression. Notably, there are two putative Sp1 binding sites (consensus: GGGGCGGGG) [33] in the mouse PGC‐1β gene at 0.1 and 1.2 kb upstream from the transcription start site (Fig. 9). Moreover, Shintaku *et al*. [34] showed transcription factors MyoD and RelB bind within the first intron of the PGC‐1β gene and activate transcription. FOXO1 may regulate the PGC‐1β gene expression by directly binding to the PGC‐1β promoter, or by interacting with other transcription regulators (such as SP1, MyoD, and RelB) binding to the PGC‐1β promoter. On the other hand, microarray data showed decreased MyoD expression in the skeletal muscles of FOXO1‐Tg mice, compared with that in wild‐type control mice (0.43‐fold; Table 2). Additionally, we observed decreased MyoD levels in C2C12 cells expressing FOXO1‐ER using tamoxifen treatment (Fig. 7B). 

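Myod1, which encodes the myogenic transcription factor MyoD, was the only 1 of 14 myogenic regulators that was more than 2-fold lower in the FOXO1-Tg pool. Its probe is spotted 10 times, with a mean signal of 2021 in the wild-type pool and 1007 in the FOXO1-Tg pool. The log2 ratio was -1.13 (scanner error 0.20, SD over spots 0.06), or 0.456-fold. Myog, which encodes myogenin and acts after MyoD in muscle differentiation, had a log2 ratio of the opposite sign, 0.73 (SD over 8 spots 0.07), or 1.66-fold. Relb had -0.77 for its brighter probe and -0.70 for the second, and Sp1 had 0.14, which is within the scanner error of 0. Myf5 was well above background only in the FOXO1-Tg pool, at a dim signal of 19.5. Its log2 ratio was 2.09 as measured (scanner error 1.46), but the bound is only 1.02-fold higher, so a difference in Myf5 can be neither shown nor excluded. The median of the 14 regulators was -0.18, and 1279 of 10000 random lists matched on signal lay lower.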

FOXO1 may suppress PGC‐1β gene expression via suppressing MyoD expression. Further work is required to clarify this issue.

**Fig. 9:**
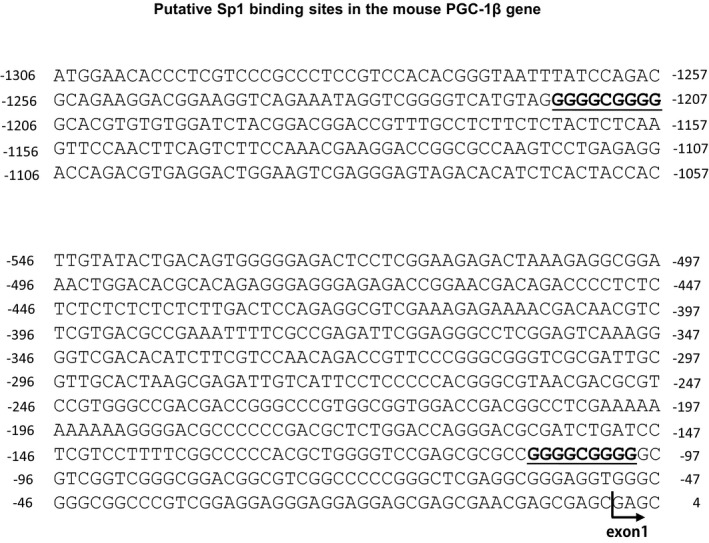
Putative Sp1 binding sites (GGGGCGGGG) in the promoter of the mouse PGC‐1β gene. Upstream of the PGC‐1β gene from +4 to −546 and −1057 to −1306 is shown. The transcription start site is counted as +1. The Sp1 binding sites (GGGGCGGGG) are underlined (−99 to −107 and −1207 to −1215).

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

SN and YH analyzed the data and undertook the statistical analyses. MO and YH performed cell experiment and collected the data. SA and SM performed enzyme assays and mtDNA experiments. TK performed FOXO1‐KO experiments. YK prepared the manuscript. All authors reviewed the results and approved the final version of the manuscript.

## Data Availability

The microarray data were submitted to the GEO database (https://www.ncbi.nlm.nih.gov/geo/). The records have been assigned GEO accession numbers as GSE146919.

How the deposited data were processed for this re-analysis (not part of the article)

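RNA of gastrocnemius muscle was measured on 2 Agilent 1-color arrays, 1 for a pool of 6 wild-type control mice and 1 for a pool of 5 FOXO1-Tg mice, all 25 weeks old. Sample labels and the paper's methods give the same groups. The methods refer to an earlier article for signal detection and data analysis. The intensity values that the authors deposited are the processed signals of Agilent Feature Extraction, version 11.0.1.1 by the file headers and 9.5 by the submitters' processing notes, with background subtracted and no scaling between arrays. The deposited value table holds the same processed signals as the scanner files, with a largest difference of 0 over 62976 spots on either array and medians of 50.3 (wild-type) and 49.998 (FOXO1-Tg). Both arrays lie on the same slide and were read in the same scan, so slide and scan do not separate the groups.

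From these signals, log2 values were computed and the 75th percentile of each array over its 59305 non-control spots was subtracted. Spots with an outlier flag on either array were left out (237 spots), spots of the same probe were averaged, and 55670 probes remained. A probe was called detected where at least 50% of its spots were well above background: 34122 probes were detected on both arrays, 2013 in the FOXO1-Tg pool only, 1875 in the wild-type pool only, and 17660 on neither. The files hold no gene names, so probes were named through their unversioned transcripts in a RefSeq gene table of GRCm38.p6, which matched 28325 of 55681 probes. The array design uses mm9, so only the order of genes, and no position, was taken from the gene table. A gene was represented by the detected probe with the highest mean signal. The probes of 148 of 4048 genes with several detected probes differed by more than 1 on the log2 scale. Where a probe was detected on 1 array only, the fold is a bound, taken against the higher of the probe's own value and the lowest well-above-background signal of the other array (17.5 for the wild-type pool and 14.6 for the FOXO1-Tg pool). If the probe's own value was the higher, the bound equals the measured ratio.

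With 1 array per group, no test across samples was possible. Ratios are given with the scanner's own error (combined in quadrature), and gene counts are counts past 2-fold. For 30 gene lists, chosen with the paper's tables already read, the median log2 ratio was set beside those of 10000 random lists of the same size matched on signal in 20 bins, a description of these 2 arrays only. The list of mitochondrially encoded genes had no named probe and gave no median. The genes named in the text were the 10 highest and 10 lowest measured genes with a gene symbol, the genes the paper names, and the 2 highest and 2 lowest detected members of each list; others are marked as chosen after their values were seen, and some genes that the rule covers are left out of the text. The main settings, the lists, the rule for named genes, and the alternatives were chosen before the data were examined, except where said. How list shifts were counted (medians outside the middle 95% of random lists), which names count as a gene symbol, and the use of 2000 random lists for the alternatives were settled afterwards. The procedure was tested on simulated arrays made from the real signals, in which 200 genes of 16656 were changed in the comparison of FOXO1-Tg with wild-type. Noise was drawn at the scanner's own error around the mean of the 2 real signals. Detection of each spot was kept from the real arrays. Differences between mice and between labelings were not simulated, so the shares below are no error rate for the real counts. It called 0% of genes changed 1.5-fold, 98% of those changed 3-fold, 96% of those changed 4-fold, and 94% of those changed 8-fold as past 2-fold, along with 106 of 16456 unchanged genes. Only 7 of these 106 were among the 15304 unchanged genes detected on both arrays, so in this simulation most false calls fell on genes detected on 1 array.

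Alternatives covered 5 other scalings (median, quantile, none, loess, and Rplp0), normexp background correction with an offset of 50, the deposited value table, 2 other filters on dim probes, outlier spots kept, the median over a gene's probes, a floor on dim signals, counts of probes, and thresholds of 1.5-fold and 3-fold. Because the files hold no mean spot signals, normexp used the median signals. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1. Measurements by qPCR and Western blot, the denervation, cast, fasting, knockout, and cell culture experiments, and the promoter sequence were not analysed here.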

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

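The comparison of adipocyte with endothelial markers and both tests of the Foxo1 probes were chosen after the result was seen, and the keratinocyte list was put together after its genes had been noticed; the second lists of adipocyte and keratinocyte genes were written down before their values were looked at.

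Adipocyte markers, a group the paper does not discuss, had a median log2 ratio of 1.75 in the FOXO1-Tg pool, and 5 of the 16 stand in the paper's Table 1. Its genes ranged from Car3 (-0.15) and Plin4 (0.20), which muscle fibers also express, to Adrb3 (2.12) and Cidea (2.88); of those singled out after their values were seen, the abundant Fabp4, Cfd, and Adipoq had 0.98, 1.73, and 1.88. A smaller share of muscle fiber RNA would raise the markers of other cell types alike. The adipocyte median exceeded that of endothelial markers (-0.19) by 1.94, which argues against a smaller fiber share as the whole cause. Medians of Schwann cell (0.74), fibroblast (0.50), macrophage (0.32), and smooth muscle (0.09) markers were above 0 but below the adipocyte median, and that of blood cell markers was -0.33. A smaller fiber share as part of the cause stays open. A second list of adipocyte genes, none of them in the first list or in the tables, had a median of 1.45 over 13 detected genes (8 more than 2-fold higher, 3 below 0), as RNA from more adipocytes in the FOXO1-Tg pool would give, whether from fat within the muscle or fat taken with it. Expression of these genes within muscle fibers was not tested and stays open.

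Genes of cornified skin stood out in the FOXO1-Tg pool. All 22 genes of a keratinocyte list, picked because they were higher, were more than 2-fold higher, 8 of them measured on both arrays, with a median of 2.08 when genes seen on 1 array are set at their bound. Lor had a signal of 132 in the wild-type pool and 4456 in the FOXO1-Tg pool, Krt5 had 56.3 and 555, and Lce1d was at least 18.4-fold higher. A second list of 19 detected keratinocyte genes had a median of 1.28 as measured and of 0.77 at the bounds. The limits set beforehand were at least 1 for RNA from skin and under 0.5 against it, and they did not say which median to use. The measured median met the limit of 1, while the median at the bounds fell between the limits. RNA from skin in the FOXO1-Tg pool therefore cannot be told apart from other sources. Of the 19 genes, 9 were more than 2-fold higher and 6 were below 0, among them Tgm3 (-0.51) and Trp63 (-0.41), 2 of its brighter genes singled out after their values were seen; no biological explanation was tested.

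The second Foxo1 probe had a log2 ratio of 0.031 and differed from the first by 5.78, the widest gap among 4048 genes with several detected probes (next, Muc4 at 4.52; median 0.17). Its signal lay at the 85.7th percentile of the FOXO1-Tg array and was neither saturated nor at background, which argues against saturation or background as the cause. A candidate explanation is that the probes read different parts of the transcript, of which the transgene carries 1; probe positions were not used here, so this stays open.

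Other genes outside the paper's tables stood out. Pdzk1ip1, at 7.61, had a signal of 27.2 in the wild-type pool and 5801 in the FOXO1-Tg pool. Depp1 had a log2 ratio of 4.81 at a signal of 80063 in the FOXO1-Tg pool. The lowest measured gene, named here after its value was seen, was 2310065F04Rik at -5.05, a non-coding RNA that the gene table places between the myosin genes Myh3 (0.20) and Myh2 (-0.44). Among 1193 regions of mm9 covered by 3 or more detected probes and named only by position, 5 probes at chromosome 3 from 21964899 to 21974524, reverse strand, had a median of -2.75 (range -2.78 to -2.55). In the other direction, 5 probes at chromosome 14 from 21029450 to 21049451, forward strand, had a median of 3.90 (range 2.01 to 6.20).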

How the results depend on the processing

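The settings with a minimum wild-type signal and those without the genes of some lists were chosen after seeing the data. No paired analysis was possible because each group has 1 pooled sample, and for the same reason no sample could be left out. The log2 ratios of Ppargc1b, Myod1, Ctsl, Acadm, and Ppargc1a moved by less than the scanner error under all 12 alternatives, and that of Foxo1 under all but the median over its probes, which gave 2.92. Ppargc1b, Myod1, Ctsl, and Acadm are read by 1 well-detected probe each, which filters on dim probes, the floor, and the median over probes cannot change. The series matrix values equal no scaling, and no scaling setting shifted the median of all genes by more than 0.13. This stability was therefore largely set in advance. Of 288 values for the other 24 named genes, 271 stayed within the scanner error, and 17 moved. Only Rplp0, which is near 0, changed sign, under 7 alternatives and up to 0.13. Between 17 and 20 of 29 gene lists lay outside the middle 95% of random lists under the alternatives (18 as reported), and none of these medians changed sign; of 348 list medians, 254 stayed within the SD of the random lists. No scaling and the series matrix values shifted the median of all genes by 0.13 and median scaling by 0.11, which moved 23 list medians under each of the 3. Counts of genes more than 2-fold higher and lower were 408 and 213 with normexp and quantile normalization, 1278 and 1846 for probes in place of genes, 1529 and 1803 at 1.5-fold, and 299 and 231 at 3-fold, against 700 and 643 (the cause was not tested). They were 529 and 397 for probes detected on both arrays, and 1020 and 1737 (37.0% higher) with no filter on dim probes. With a wild-type signal of at least 700 and a gene symbol, 147 were higher and 133 lower. For detected probes with 5 minimum wild-type signals from 800 to 1000, in rising order, the higher counts were 188, 185, 183, 178, and 166 and the lower counts 217, 213, 211, 202, and 193. Among named probes they were 157, 155, 154, 149, and 141 higher and 175, 173, 172, 165, and 158 lower, and among probes of NM transcripts 153, 151, 150, 145, and 138 higher and 167, 166, 166, 159, and 153 lower. Without the adipocyte and keratinocyte genes 650 were higher, and without the slow fiber genes 636 were lower. Signal over background limits these counts: 377 of the higher genes had a wild-type signal under 100, 453 of the lower genes a FOXO1-Tg signal under 100, and the 2 spike-in probes not well above background on both arrays had log2 ratios of -0.98 and -1.16.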

Differences from the paper's values

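The paper reports, in words, 153 genes upregulated more than 2-fold, against 700 here, and 145 downregulated, against 643 here; its text names no filter on signal. None of the alternatives set before the data were examined came within 1.5 times of the paper's count of higher genes. For lower genes, normexp with quantile normalization did, with 213, and the others did not. Minimum wild-type signals were then tried, all chosen after seeing the values and the lowest signals in the paper's tables. A minimum of 700 with a gene symbol gave 147 higher and 133 lower genes and drops 2 of the 197 matched entries of the paper's tables. A further 5 minimums from 800 to 1000, each counted over all, named, and NM transcript probes, gave 138 to 188 higher and 153 to 217 lower and drop 11 to 27 of them; all 16 settings came within 1.5 times of both of the paper's counts. A minimum of 800 over NM transcript probes gave 153 higher, the paper's own number, with 167 lower, and drops 11.

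Of the 198 entries held from Tables 1 and 2, which list Cyp2e1 2 times, 197 could be matched, and 181 of them were within 0.1 of the paper's value on the log2 scale. Of the 197, 4 differed by more than the error and by more than 1.5 times. For Polr2l, the paper's fold is 2.70 and the brightest probe gave 0.909. For Zfp688, the paper's fold is 0.30 and the brightest probe gave 1.06. Both differences stayed under all alternatives set before the data were examined. For Tpm3, the paper's fold is 0.29, the brightest probe gave 1.18, and the median over the probes gave 0.330. For Tprkb, the paper's fold is 0.37, the brightest probe gave 0.818, and the median over the probes gave 0.546; for these 2 genes the other alternatives did not close the difference. The paper's rows were first matched here to the probe closest to the paper's fold and then to the brightest probe, the rule kept. Each of the 4 has another probe that reaches the paper's value: 2.69 for Polr2l, 0.295 for Zfp688, 0.286 for Tpm3, and 0.365 for Tprkb.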

Other observations

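The paper's text does not discuss several further groups. Of 16 lipid synthesis genes, 3 were more than 2-fold higher in the FOXO1-Tg pool, including the fatty acid desaturase gene Scd1 at 1.72 and the fatty acid synthase gene Fasn at 1.61, and 1 was lower, Rxrg at -1.10; the median was 0.20. The adipocyte markers, at 1.75, were higher as well, by a similar amount to Scd1 and Fasn. Of 18 detected genes of amino acid and endoplasmic reticulum stress, 3 were higher, with Chac1 at 1.74 and the serine synthesis gene Phgdh at 1.59, and none was lower (median 0.36). Egr2 at 2.35 and Egr1 at 2.23 were the only genes past 2-fold among 15 immediate early genes (median 0.22). Within the FOXO family, Foxo6 was lower at -2.21, while Foxo4 (-0.37) did not pass 2-fold (median of 4 genes -0.08). Foxo3, detected in the FOXO1-Tg pool only, had dim signals of 21.2 (wild-type) and 26.7 (FOXO1-Tg). Its log2 ratio of 0.20 was within the scanner error (0.44) of 0. The ubiquitin ligase genes Fbxo32 (atrogin-1) and Trim63 (MuRF1), singled out after their values were seen, had 0.29 and 0.39.

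Among cells other than muscle fibers, all 14 fibroblast and matrix genes had a ratio above 0 (median 0.50), with Postn at 1.43 past 2-fold. Macrophage and leukocyte markers had a median of 0.32, with Lgals3 at 1.33 the only 1 of 16 past 2-fold. None of 8 smooth muscle and pericyte markers (median 0.09) and none of 8 blood cell markers (median -0.33) passed 2-fold. Of 7 satellite cell markers, none did either; their median of 0.79 as measured became 0.14 with Myf5 at its bound. The circadian clock (median -0.19), branched-chain amino acid breakdown (-0.20), and reference (0.09) lists held no gene past 2-fold. Among the reference genes, Gusb had 0.91 and Tuba1a 0.66.

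Changed genes lay beside each other in the genome more often than shuffling gave, a hypothesis written down before it was tested. After a first count over all genes, the test was narrowed to genes detected on both arrays, the shuffling to bins of signal, and pairs of related names were split off. Among 15490 genes detected on both arrays and put in chromosomal order, 71 adjacent pairs were past 2-fold in the same direction, against a median of 29 and a highest value of 52 in 10000 shuffles within bins of signal. Leaving out pairs whose symbols share their first 3 letters, which removes many gene families, left 61 pairs against a median of 25. Examples, singled out after their values were seen, were Htra4 with Plekha2 (2.26), Depp1 with Rassf4 (2.43), and Myod1 with Kcnc1 (-1.16) and Otog (-1.15). Other neighbors of these genes did not pass 2-fold, such as Tm2d2 (-0.32) by Htra4, Tmem72 (0.26) by Depp1, and Sergef (0.003) near Myod1. The nearest detected gene on 1 side of Ppargc1b, Pde6a, was detected in the wild-type pool only, so it was outside this count. Its signals were 32.4 and 15.0, a log2 ratio of -1.24 (scanner error 0.46). A spike-in probe with signals of 22.9 and 11.2 had -1.16, so the Pde6a ratio cannot be told apart from noise of dim signals. Cornified envelope genes, which lie in a cluster, were noticed among such pairs, and shared regulation of neighbors was not separated from RNA of other tissues.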
